A study of Homo sapiens with 8 samples. Its data were reported in "Interferon-γ signaling is associated with BRCA1 loss-of-function mutations in high grade serous ovarian cancer" (2019).

How the data were processed

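Poly(A) RNA sequencing of the human ovarian cancer cell line UWB1.289 was examined in 8 libraries that form 4 groups of 2. UWB1.289 lacks functional BRCA1 and is called BRCA1-null, and the derived line in which BRCA1 was restored is called BRCA1+. Each line was cultured for 24 h with the DMSO vehicle (control) or with 0.5 uM entinostat, an inhibitor of the class I histone deacetylases HDAC1 and HDAC3. Groups and replicate numbers were taken from the titles of the samples, and every library was used.

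The values analysed were raw read counts per gene, which the authors deposited as one table. The authors had aligned the reads to hg19 with TopHat 2 and counted them per gene symbol with NGSUtils. How the counting treated strand, reads with several positions and spliced reads was not stated, and the values carried no normalisation. Gene positions and lengths came from the same table, on hg19, and are given counted from 1. The table held 25369 named genes, and 1 further entry without a name had 0 counts. At least 1 count was present for 22140 genes. The 292 genes placed on haplotype, random or unplaced contigs, 222 of them on chromosome 6 haplotypes, had 0 counts in all libraries and could therefore not be measured.

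Total counts per library ranged from 31900158 to 53549893. A count of 3, the limit that a count of 0 allows, was taken as the floor, and it corresponded to 0.0552 to 0.0946 CPM (counts scaled to a library size of 1e6). These floors cover counting error only, because sequenced fragments without molecular identifiers are not independent molecules. Where all libraries of a group lay at or under the floor, a fold was computed against the floor. It is given as a lower bound where the group had 0 to 1 counts per library. With more counts it is not a bound, because the floor is the limit for a count of 0. CPM values were computed from the deposited counts with effective library sizes and are given as the mean of 2 libraries, with the SD or the counts.

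Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups, which left 17714, and library sizes were scaled by the trimmed mean of M values (TMM). All 8 libraries entered one quasi-likelihood fit with a mean per group and 4 residual degrees of freedom, using the current form of the estimate (legacy set to FALSE). A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05, and all tests were two-sided. The contrasts were BRCA1-null against BRCA1+ in DMSO, the same in entinostat, entinostat against DMSO in each line, and the interaction, which is the entinostat effect in BRCA1-null cells minus that in BRCA1+ cells. Correlations of effects across genes used the log2 fold changes of the quasi-likelihood fit, which do not carry a prior count of 2. Log2 CPM values with a prior count of 2 were used for the simulated unchanged groups and for the correlation with unshared controls. Adjusted p-values of single genes given without another name come from this test.

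The contrasts, tests, gene lists, most of the other settings and the rule for named genes were fixed before the data were examined. Named genes were a panel of 21 genes, composed of those that the study's text names together with CDKN1A and H1F0, and for each contrast the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among called genes with a mean log2 CPM of at least 3 and no overlap between the groups' libraries. The panel genes whose entinostat effects are printed and the genes NBR1, NBR2 and KRT72 were chosen after their values were seen. The values of 1 panel gene are not reported here.

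Gene lists for IFN-gamma (194 genes), type I interferon (102), TNF/NF-kB (169), TGF-beta (54) and the cell cycle (84) were compiled from general knowledge without a database, so their membership is approximate. They were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 25 tests of 5 lists and 5 contrasts. The IFN-gamma and type I interferon lists share 77 genes, and 10 of the panel genes belong to the IFN-gamma list. List medians were also placed among 10000 random lists of the same size matched on mean expression. Of the IFN-gamma genes, 13 lie on chromosome 6 haplotype contigs and have no counts.

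Alternatives were DESeq2 size factors, upper-quartile factors, no filter and a stricter filter on low counts, the DESeq2 1.42.0 Wald test, the edgeR likelihood ratio test, the legacy quasi-likelihood estimate, the replicate number as a block, fits on only the groups compared, counts thinned to the smallest total, added thresholds on the unadjusted p-value (0.01) or on the absolute log2 fold change (1), and the omission of each library in turn. For lists they also included fry, an estimated correlation, and the IFN-gamma list without its type I interferon genes. The fits without a library kept the genes of the full fit, a choice made after a first version that filtered anew had been seen. Omitting genes that lie inside another gene, omitting genes of low expression whose exons hold an Alu sequence, and applying most settings to the other lists were chosen after seeing the data. Genes were taken to lie inside another by the deposited positions, so long deposited spans may drop ordinary genes. Correlations between effects were judged against the SD over the fits that each left out a library, a yardstick that was also changed after first values had been seen.

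The shared control of the line contrast and the entinostat contrast in BRCA1+ cells was weighed with 10 simulated data sets of unchanged groups. The programs were tested on simulated counts drawn from the means and library sizes of the real data and changed so that 200 genes differed in the line contrast in DMSO, in the entinostat contrast of BRCA1-null cells and in the interaction, 400 in the line contrast in entinostat and 0 in the entinostat contrast of BRCA1+ cells. The changed genes were drawn from those with a mean of at least 1 CPM, so recovery may be lower among all tested genes. Of genes changed by 1 on the log2 scale, 85% were recovered in the line contrast, 86% in the entinostat contrast of BRCA1-null cells and 68% in the interaction. False calls made up 11.9%, 10.9% and 9.93% of the calls in these contrasts, which is above the nominal 5%, and the contrast without changed genes had 3 calls. Of genes changed by 0.5, 41%, 39% and 1.5% were recovered. False calls then made up 11.8%, 10.3% and 40% of the calls, the last from 2 false calls beside 3 recovered genes. A shift of 0.3 put into the TGF-beta list was found at 0.304.

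Transcript sequences, exon numbers and GC content came from a GENCODE annotation lifted to the same build, GRCh37. Of the genes in the table, 21538 had a name or an older name in it, and 98.3% of these overlapped the annotated gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Expression in tumours, the chromatin measurements and all functional assays of the study were not analysed here.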

Results

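Gene expression was measured by poly(A) RNA sequencing in 8 libraries of the BRCA1-null ovarian cancer line UWB1.289 and of its BRCA1+ derivative, each cultured for 24 h in DMSO or in 0.5 uM entinostat, with 2 libraries per group. The comparisons ask how restored BRCA1 changes expression, how each line responds to the histone deacetylase inhibitor, and whether genes regulated by IFN-gamma differ with BRCA1 status. Total counts were 40896050 and 46970431 in BRCA1+ control, 31900158 and 46855096 in BRCA1+ entinostat, 44268510 and 53549893 in BRCA1-null control, and 45744240 and 42045105 in BRCA1-null entinostat cells. The 20 most abundant genes took 6.96% to 7.80% of the counts of a library. Across genes, log2 CPM values of replicates correlated at 0.991 to 0.992 (Pearson's r, 4 pairs), those of the same line under the other treatment at 0.982 to 0.987 (8 pairs) and those of the other line at 0.952 to 0.964 (16 pairs), with genes not being independent replicates. The first principal component, which separated the lines, held 63.2% of the variance. The biological coefficient of variation between replicates was 9.04%.

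BRCA1 itself (chromosome 17, 41196312 to 41277500 on hg19) was examined first, because it tests the labels. Its expression was 95.6 CPM (mean, n = 2; 3954 and 4239 counts) in BRCA1+ control, 126 CPM (4233 and 5473 counts) in BRCA1+ entinostat, 21.7 CPM (954 and 1218 counts) in BRCA1-null control and 18.4 CPM (800 and 824 counts) in BRCA1-null entinostat libraries, so all 4 libraries labelled BRCA1+ lay above all 4 labelled BRCA1-null. In DMSO it fell by 2.14 ± 0.0862 (SE) on the log2 scale in BRCA1-null relative to BRCA1+ cells, with an adjusted p of 5.45e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

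Between the lines in DMSO, 7472 of 17714 tested genes (42.2%) were called, 3745 higher and 3727 lower in BRCA1-null cells. Requiring an absolute log2 fold change of at least 1 as well moved this count most, to 2204, of which 1499 (68.0%) were higher. Requiring an unadjusted p under 0.01 as well left 6373. With upper-quartile factors 56.1% of 7406 called genes were higher, as this scaling moved the median of all genes from 0.012 to 0.055. In entinostat, 6973 genes differed between the lines, 3632 higher and 3341 lower. The 2 comparisons shared 5700 called genes, of which 5697 changed in the same direction. Among genes with a mean log2 CPM of at least 3, the largest positive differences in DMSO were those of ARMCX2, COL6A2 and COL6A1. ARMCX2 (X, 100910268 to 100914876) had 1 to 2 counts in the BRCA1+ control libraries. In BRCA1-null control libraries it had 14.7 ± 0.117 CPM (SD, n = 2), 210-fold higher than the floor. COL6A2 and COL6A1, neighbours on chromosome 21, were higher by 7.66 ± 0.118 and 7.41 ± 0.166 on the log2 scale. The largest negative differences were those of PASD1 (X, 150732007 to 150845211), MYBPC2 and IGFBP5. PASD1 fell from 49.6 CPM (1911 and 2356 counts) to 2 to 3 counts per library, 818-fold when set against the floor. MYBPC2 and IGFBP5 fell by 7.38 ± 0.224 and fell by 6.28 ± 0.171 on the log2 scale. The same 6 genes headed the comparison in entinostat.

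**Figure D1:**
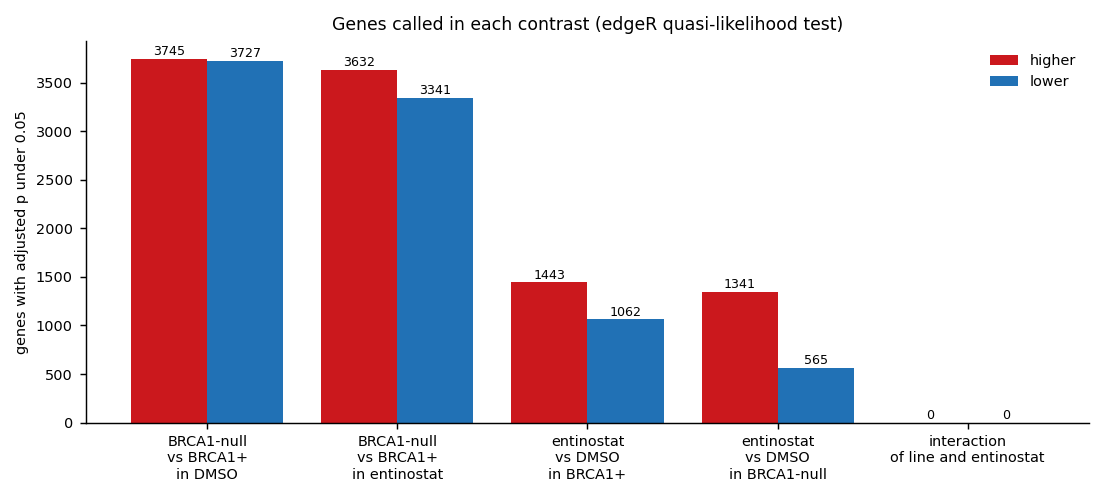
Number of genes with an adjusted p under 0.05 in each contrast (bars, higher and lower separately; edgeR quasi-likelihood test on 8 libraries, 17714 genes tested). The 2 comparisons of the lines gave 7472 and 6973 genes, the comparisons of entinostat with DMSO gave 2505 and 1906, and the interaction gave 0.

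Differences between the lines were grouped along the chromosomes. The 17714 tested genes were divided by position into 344 windows of about 50 neighbours, and the median log2 fold change in DMSO lay beyond 0.5 in either direction in 25 windows. On chromosome 5, 13 of 16 windows, running from 54526981 to 180699308, had medians from -0.76 to -0.37, and 465 called genes of this chromosome were lower and 86 higher in BRCA1-null cells. A window of only 5 genes, on Y from 4868267 to 21438350, had a median of 1.56 in DMSO but 0.36 between the lines in entinostat. Among the windows of 50 or more genes the highest median, 0.82, belonged to one on X from 77081862 to 101771699, which contains ARMCX2. HDAC3 (chromosome 5, 141000443 to 141016423) lies in the lowered part of chromosome 5.

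**Figure D2:**
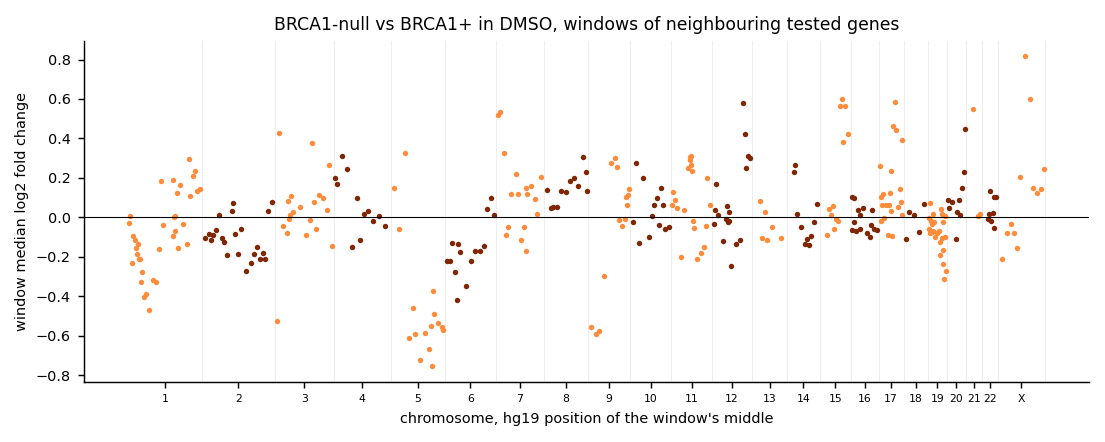
Median log2 fold change of BRCA1-null against BRCA1+ cells in DMSO in windows of 50 or more neighbouring tested genes (points), by chromosome and position on hg19. Windows on chromosome 5 reach -0.76, and the highest window drawn, on X, lies at 0.82.

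Of the 21 panel genes, 19 passed the filter on low counts, and 15 differed between the lines in DMSO (10 higher and 5 lower), also when adjusted over the list alone. Because the study's text names these genes, partly from these libraries, the count over the list is not independent evidence. IFI16 (chromosome 1, 158979682 to 159024945) rose from 0.345 ± 0.149 to 24.4 ± 7.06 CPM, a log2 difference of 6.15 ± 0.386 (71.3-fold, adjusted p 5.74e-06); among the fits that each left out a library its log2 difference ranged from 5.74 to 6.64, and the deposited position overlaps those listed for SRGAP2D and FAM72C. CXCL10 had 0 to 1 counts in the BRCA1+ control libraries and 12 to 28 counts in the BRCA1-null control libraries, at least 5.96-fold higher (adjusted p 0.0167). CXCL11, with 0 to 1 and 4 to 9 counts, did not pass the filter and was at least 1.93-fold higher without a test. In entinostat the corresponding bounds were 7.14 for CXCL10 and 5.09 for CXCL11; both genes lie within the longer gene ART3. These bounds rest largely on replicate 1 of the BRCA1-null groups. Without replicate 1 of BRCA1-null control they were 3.14 for CXCL10 and 1.05 for CXCL11 in DMSO, and without replicate 1 of BRCA1-null entinostat 3.31 and 2.41 in entinostat. IFNG had 0 counts in every library, which allows up to 0.0552 to 0.0946 CPM, so its expression was not detectable at this depth.

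OAS2, IFI44, IFITM1, OAS3 and IRF9 were higher in BRCA1-null cells in DMSO, by 7.15 ± 1.67, 5.24 ± 0.573, 2.98 ± 0.423, 2.86 ± 0.395 and 1.47 ± 0.281 on the log2 scale, with adjusted p-values from 1.15e-04 to 0.00755. OAS2 rested on 2 to 5 counts in the BRCA1+ control libraries, and its BRCA1-null control libraries held 993 and 157 counts. Among the fits that each left out a library its log2 difference ranged from 5.12 to 8.01. MX1 was higher by 3.37 ± 1.06 (adjusted p 0.0301), but by 1.41 without replicate 1 of BRCA1-null control, where it had 627 counts against 103 in replicate 2. IL1A was higher by 2.68 ± 0.168 and H1F0 by 0.96 ± 0.116. SOCS2, which overlaps SOCS2-AS1, fell by 1.06 ± 0.182 (adjusted p 0.00155). HDAC1, HDAC2 and HDAC3 fell by 0.51 ± 0.0557, fell by 0.36 ± 0.0573 and fell by 0.69 ± 0.0589, all called. IFNGR1 (-0.031, adjusted p 0.799), IFNGR2 (0.034, adjusted p 0.774) and CDKN1A (0.074, adjusted p 0.831) did not differ by more than the spread between replicates, and each changed sign under at least 1 alternative.

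**Figure D3:**
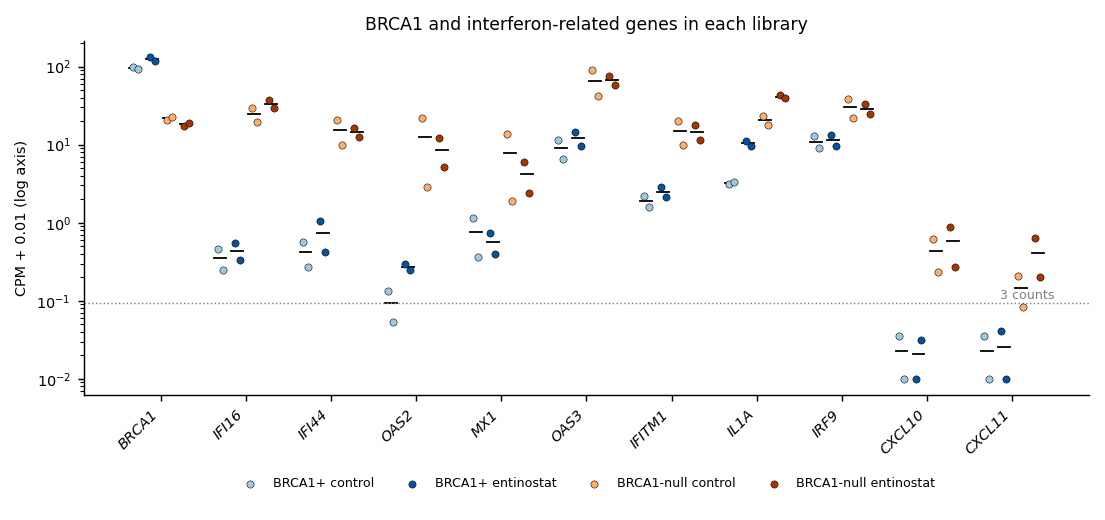
CPM plus a constant of 0.01 (log axis) of BRCA1 and interferon-related genes in each of the 8 libraries (points), with the mean of each group. BRCA1 means run from 18.4 to 126 CPM, and IFI16 means are 0.345 CPM in BRCA1+ control and 24.4 CPM in BRCA1-null control libraries.

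Entinostat changed 2505 genes in BRCA1+ cells (1443 higher, 1062 lower) and 1906 in BRCA1-null cells (1341 higher, 565 lower). A requirement of an absolute log2 fold change of at least 1 lowered both counts most, to 518 and 532. Of these, 502 (96.9%) and 449 (84.4%) were higher. With upper-quartile factors, the share of higher genes in BRCA1+ cells was 72.5% of 2418 in place of 57.6%, as this scaling moved the median of all genes from 0.00041 to 0.048. The count in BRCA1-null cells fell to 1242 without replicate 1 of BRCA1+ entinostat and to 1252 without replicate 2. SULT2B1, NOTCH3 and CDH5 had the largest increases in BRCA1+ cells, by 2.55 ± 0.170, 2.28 ± 0.0773 and 2.09 ± 0.348 on the log2 scale, with adjusted p-values of 1.68e-04, 3.83e-06 and 0.00624. In BRCA1-null cells NOTCH3, SULT2B1 and SLC7A8 led, with 1.88 ± 0.0795, 1.71 ± 0.185 and 1.63 ± 0.238. NOTCH3 went from 24.4 ± 0.389 to 119 ± 6.51 CPM in BRCA1+ cells and from 16.8 ± 0.0734 to 61.8 ± 4.55 CPM in BRCA1-null cells. SULT2B1 overlaps 10 copies of the short SNAR-A gene and NOTCH3 overlaps MIR6795.

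The largest decreases in both lines were those of KRT4, KRT79 and KRT78, keratin genes that follow each other on chromosome 12 (53200327 to 53242778), whose counts moved almost as one and are therefore uncertain for each single gene. In BRCA1-null cells they fell by 6.57 ± 1.17, fell by 7.08 ± 1.26 and fell by 6.68 ± 1.17. In BRCA1+ cells they fell by 5.46 ± 1.30, fell by 5.46 ± 1.33 and fell by 5.28 ± 1.26, where the control libraries themselves differed widely. KRT4 had 288 and 5131 counts there, and its log2 fold change in BRCA1+ cells was -2.40 without replicate 2 of BRCA1+ control. Without replicate 2 of BRCA1+ entinostat no size can be given, because KRT4 had 0 counts in the remaining library. In the same line KRT79 lost its call with the DESeq2 Wald test (adjusted p 0.0595, with a range of 0.00681 to 0.0595 over its alternatives).

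Among the panel, entinostat raised 7 genes in BRCA1+ cells and 4 in BRCA1-null cells (called), with the same numbers when adjusted over the list alone. In BRCA1+ cells these were CDKN1A (1.69 ± 0.208), IL1A (1.68 ± 0.188), H1F0 (0.72 ± 0.117), BRCA1 (0.39 ± 0.0784), IFNGR2 (0.32 ± 0.0825), HDAC1 (0.26 ± 0.0554) and HDAC3 (0.22 ± 0.0578). In BRCA1-null cells they were CDKN1A (1.22 ± 0.204), IL1A (1.00 ± 0.121), IFNGR2 (0.34 ± 0.0805) and HDAC1 (0.32 ± 0.0557). IFNGR2, which overlaps TMEM50B, HDAC3 in BRCA1+ cells and CDKN1A in BRCA1-null cells lost their calls under at least 1 alternative. H1F0 in BRCA1-null cells rose by 0.20 ± 0.111 and was not called (adjusted p 0.271).

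**Figure D4:**
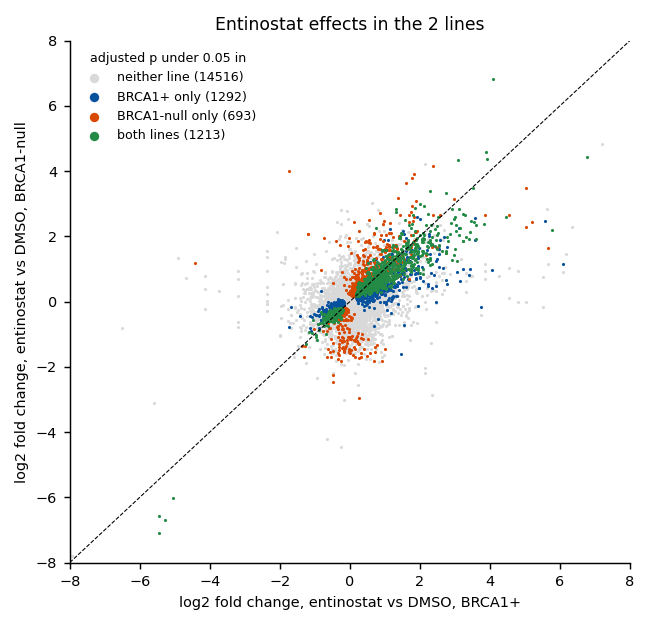
Log2 fold change with entinostat in BRCA1+ cells (x axis) and in BRCA1-null cells (y axis) for 17714 tested genes (points), coloured by the lines in which the gene was called. The genes called in both lines number 1213, and the 2 effects correlate at 0.594.

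Responses to entinostat were compared between the lines by overlap and by a test of the difference. Calls in both lines were made for 1213 genes, where 269.5 would coincide by chance, and calls in 1 line were made for 1292 genes in BRCA1+ cells and for 693 genes in BRCA1-null cells. Requiring an absolute log2 fold change of at least 1 lowered the shared count most, to 264, and fits on only the groups compared gave 575. The interaction was called for 0 genes, with 827 at an unadjusted p under 0.05 where 885.7 arise by chance, and the smallest adjusted p was 0.660. A call in 1 line only was therefore not shown to differ between the lines for any gene by this test. With the replicate numbers as a block, 1 interaction was called, and 1505 genes had an unadjusted p under 0.05, above the 885.7 expected by chance. Entinostat calls shared by the lines then numbered 2405. The likelihood ratio test of edgeR called 18 interactions and the DESeq2 Wald test called 11, with 9 genes in common that include BRCA1. Of the 1985 genes called in 1 line only, 95.1% moved in the same direction in the other line, against 69.1% of the 14516 genes called in neither.

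Across all tested genes, which are not independent replicates, the log2 fold changes of entinostat in the 2 lines correlated at 0.594 (Pearson) and 0.603 (Spearman). Unchanged groups simulated for the same design gave 0.0023, from log2 CPM values with a prior count of 2. The correlation was 0.846 among genes with a mean log2 CPM of at least 3 and 0.201 without a filter on low counts. Whether entinostat moved BRCA1+ cells toward BRCA1-null cells was examined by correlating the line effect in DMSO with the entinostat effect in BRCA1+ cells, contrasts that share the BRCA1+ control libraries. The correlation was 0.237 (Pearson) and 0.148 (Spearman). Unchanged groups gave 0.500 through the shared controls. The 2 values cannot be compared, because the simulated lines did not differ, whereas 7472 genes differed between the real lines. They also differ in measure, because the simulated value came from log2 CPM values with a prior count of 2. With 1 control library for each contrast, so that none was shared, the correlation was 0.0712 and 0.0611, also from such log2 CPM values. The distance of these values from 0.237 may therefore not come from the unshared controls alone. In the quasi-likelihood fits the correlation was 0.367 and 0.427 without replicate 1 or replicate 2 of BRCA1+ control.

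Of the 194 IFN-gamma genes, 155 were tested. Their median log2 fold change between the lines in DMSO was 0.31 (camera, adjusted p 2.05e-04), with 68 genes called higher and 23 lower, and it exceeded all 10000 random lists matched on expression. The choice of test moved this result most: the adjusted p was 0.0628 with fry and 0.780 with an estimated correlation between genes. In entinostat the median was 0.24 (adjusted p 0.00191; 56 genes higher, 20 lower), and 0.16 without replicate 1 of BRCA1-null entinostat. Without the genes that also belong to the type I interferon list, 86 genes remained, with medians of 0.17 (adjusted p 0.0270) in DMSO and 0.15 (adjusted p 0.0598) in entinostat. Entinostat shifted the IFN-gamma list by 0.095 in BRCA1+ cells (adjusted p 0.0108) and by 0.046 in BRCA1-null cells (adjusted p 0.218). These medians depended on single libraries: the first lay between 0.044, without replicate 1 of BRCA1+ entinostat, and 0.18, without replicate 1 of BRCA1+ control, and the other fell to -0.026 without replicate 2 of BRCA1-null control. The interaction of the list was -0.061 (adjusted p 0.0166), and 0.021 without replicate 1 of BRCA1-null control.

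The type I interferon list (92 genes tested) was higher in BRCA1-null cells by a median of 0.46 in DMSO (adjusted p 3.09e-05) and 0.37 in entinostat (adjusted p 8.14e-04), the latter being 0.21 without replicate 1 of BRCA1-null entinostat. With entinostat it shifted by 0.11 in BRCA1+ cells (adjusted p 0.0273), 0.020 without replicate 2 of BRCA1+ control, and by 0.013 in BRCA1-null cells (adjusted p 0.766), with an interaction of -0.096 (adjusted p 0.00197) that was 0.035 without replicate 1 of BRCA1-null control. The TNF/NF-kB list (156 genes) was higher in BRCA1-null cells by 0.32 in DMSO (adjusted p 5.25e-06) and 0.37 in entinostat (adjusted p 4.79e-06). Entinostat raised it by 0.18 in each line, with adjusted p-values of 0.00191 in BRCA1+ and 8.14e-04 in BRCA1-null cells, and the interaction was 0.015 (adjusted p 0.766); the rise was 0.068 in BRCA1+ cells without replicate 2 of BRCA1+ control and 0.084 in BRCA1-null cells without replicate 2 of BRCA1-null control. The cell cycle list (84 genes) was lower in BRCA1-null cells, at -0.15 in DMSO (adjusted p 0.00211) and -0.076 in entinostat (adjusted p 0.0273), the latter being -0.12 without replicate 2 of BRCA1+ entinostat. Random lists matched on expression had medians of -0.075 in DMSO and -0.027 in entinostat, and 3.67% and 10.85% of them lay under the list's value. The value in entinostat therefore did not stand apart from genes of like expression. Entinostat lowered the cell cycle list, with -0.15 in BRCA1+ (adjusted p 9.07e-07) and -0.085 in BRCA1-null cells (adjusted p 1.68e-04). The interaction of this list was 0.059 (adjusted p 0.00836), and 0.028 without replicate 2 of BRCA1-null control. The TGF-beta list (53 genes) was not called in any contrast, with medians from -0.044 to 0.036 and adjusted p-values of 0.766 to 0.793. Single genes of the list did differ between the lines, 15 called higher and 18 lower in DMSO, and 15 higher and 16 lower in entinostat. A median and a test of a common direction do not detect changes in both directions. The median of the TGF-beta list between the lines was -0.13 in DMSO without replicate 1 of BRCA1-null control and -0.12 in entinostat without replicate 2 of BRCA1-null entinostat. With entinostat in BRCA1+ cells its median lay above 99.4% of matched random lists, but it was 0.0048 without replicate 2 of BRCA1+ entinostat. Camera with its preset correlation called 17 of the 25 list tests. Of these, 4 held with fry (adjusted p 0.0428 each), namely TNF/NF-kB in both comparisons of the lines and the cell cycle list between the lines in DMSO and with entinostat in BRCA1+ cells, and 0 held with an estimated correlation, under which the smallest unadjusted p was 0.0859 and the smallest adjusted p was 0.780.

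**Figure D5:**
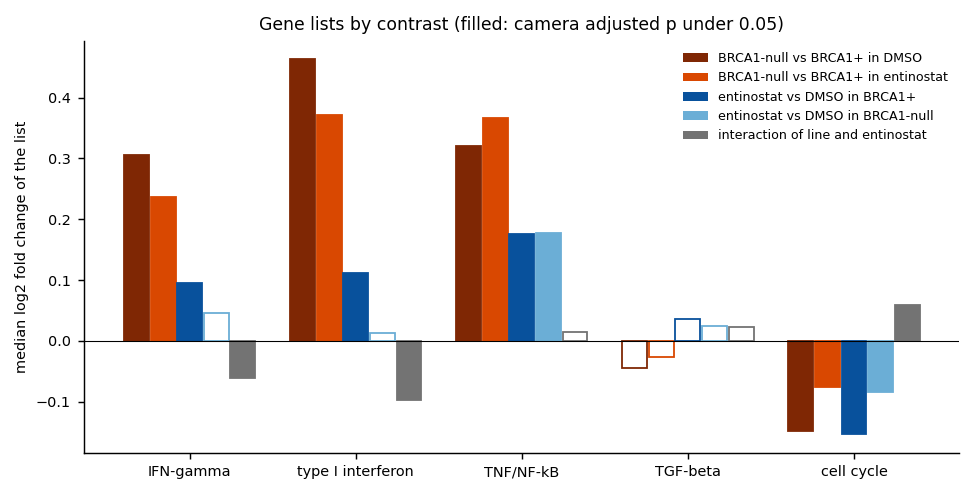
Median log2 fold change of each gene list (bars) in the 5 contrasts, filled where camera gave an adjusted p under 0.05. The IFN-gamma list reaches 0.31 and the type I interferon list 0.46 between the lines in DMSO, and the TGF-beta list stays between -0.044 and 0.036.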

Values the study reported

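Over 6000 genes were reported by the study to differ between BRCA1-null and BRCA1+ cells. It counted 1738 genes whose response to entinostat was found only in BRCA1+ cells, 638 found only in BRCA1-null cells, and 1274 found in both lines. By quantitative RT-PCR in BRCA1-null cells carrying an empty vector, it gave basal levels about 20-fold higher for CXCL10, about 15-fold higher for CXCL11 and about 160-fold higher for IFI16 than in BRCA1+ cells.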

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

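The tests and values weighed here, and the settings applied to the type I interferon and cell cycle lists, were chosen after the results had been seen. The results below came up because the response to entinostat differed between BRCA1-null and BRCA1+ cells, by the interaction test of a list, by the interaction adjusted over the panel alone, or by libraries on opposite sides of their controls.

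The interaction of line and entinostat had a median of -0.061 over the IFN-gamma list and -0.096 over the type I interferon list, with adjusted p-values of 0.0166 and 0.00197 by camera, and both medians lay under those of all 10000 random lists matched on expression. Of the genes, 40.6% of the IFN-gamma list and 27.2% of the type I interferon list had a positive interaction, but 0 of them were called, with 9 and 4 at an unadjusted p under 0.05. The adjusted p ranged from 0.00507 to 0.780 for the IFN-gamma list and from 1.86e-04 to 0.782 for the type I interferon list over the other settings. With fry it was 0.692 for both lists.

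Replicate 1 of BRCA1-null control bears on both values. Without it the medians were 0.021 for the IFN-gamma list and 0.035 for the type I interferon list, so their sign rests on 1 library, and without its counterpart, replicate 2, they were -0.12 and -0.23. In BRCA1-null control cells the type I interferon list was lower in replicate 2 than in replicate 1 by a median of -0.32, where matched random lists ranged from -0.082 to 0.092, so a difference in depth or composition that affects genes of like expression was excluded as the reason. The list was lower in replicate 2 in the other 3 groups too, by -0.087 in BRCA1+ control, -0.080 in BRCA1+ entinostat and -0.20 in BRCA1-null entinostat. The interaction of these lists may therefore come from differing interferon states of single cultures. A response that depends on BRCA1 stays open and was not separated from this, because each group has 2 libraries. Without the genes shared with the type I interferon list, the interaction of the IFN-gamma list was 0.011 (adjusted p 0.209).

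For the cell cycle list the interaction was 0.059 (adjusted p 0.00836 by camera), since entinostat lowered the list less in BRCA1-null than in BRCA1+ cells. The median of matched random lists was 0.046, and 82.9% of them lay under the list's value, so the list did not stand apart from genes of like expression. With the stricter filter on low counts it was 0.021 (adjusted p 0.0958). With upper-quartile factors it was 0.016 (adjusted p 0.0638), where the fall of the median follows from the scaling, which moved that of all genes from 0.027 to -0.016. Over all settings the adjusted p ranged from 0.00385 to 0.780. Without replicate 2 of BRCA1-null control it was 0.028. Because camera compares the list with all other tested genes, a shift of genes of low expression could produce this value. Genes of low expression with an Alu sequence had a median interaction of -0.41, but omitting them left 0.049 for the cell cycle list. The lines differ in BRCA1, and an effect of BRCA1 on this response was not tested apart from the other differences between them.

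BRCA1 counts rose with entinostat in BRCA1+ cells by 0.39 ± 0.0784 on the log2 scale (adjusted p 0.0124) and changed by -0.24 ± 0.0936 (adjusted p 0.131) in BRCA1-null cells, an interaction of -0.64 ± 0.122. Both libraries of each line showed its direction. With edgeR's quasi-likelihood test the interaction had an adjusted p under 0.05 when adjusted over the list alone and of 0.967 over all genes; the adjusted p over all genes was 0.0260 with the likelihood ratio test and 0.0158 with the DESeq2 Wald test, in a range from 0.0158 to 1.00 over the alternatives. Leaving out each library in turn gave -0.73 to -0.56. BRCA1+ cells carry an introduced copy, and the neighbours of BRCA1 were examined for a change at the endogenous locus. NBR2 changed by -0.12 ± 0.242 and NBR1 by -0.084 ± 0.0636 with entinostat in BRCA1+ cells, so neither showed the rise. A change of the introduced copy, for instance through its promoter, may account for the rise, but the 2 copies cannot be told apart, because the counts are summed per gene and a rise of the endogenous gene need not extend to its neighbours.

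For PASD1 the libraries in entinostat lay above the controls in BRCA1+ cells and below them in BRCA1-null cells, with an interaction of -1.15 ± 1.02 that was tested and not called (adjusted p 0.971). In BRCA1-null cells it had 1 to 3 counts per library, at or under the floor, so no change was detectable there at this depth. Opposite sides were seen for 510 of 17714 tested genes (2.88%), where 5.56% arise by chance, and for 2 of 32 named genes, BRCA1 and PASD1. No biological explanation was tested for PASD1.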

How the results depend on the processing

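The replicate numbers were used as a block in 1 alternative. Libraries with the same number deviated together with correlations of 0.0523 to 0.287 between pairs of groups, all positive but not all over 0.1. The third principal component (5.47% of the variance) was positive in all libraries of replicate 1 and negative in all of replicate 2. The labels do not say that a number marks a shared batch or day, so the numbers were not taken as pairing, though such a link is not excluded. With the replicate block, entinostat calls were 4319 in BRCA1+ and 3641 in BRCA1-null cells, 2405 of them shared, the interaction was called for 1 gene with 1505 at an unadjusted p under 0.05 (885.7 by chance), and the calls between the lines were 8954 in DMSO and 8394 in entinostat. It changed 1 other call, that of H1F0 with entinostat in BRCA1-null cells (adjusted p 0.0318, in a range of 0.0318 to 0.389 over the alternatives).

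Calls between the lines stayed within 1.5 times of 7472 and 6973 under all alternatives except a required absolute log2 fold change of at least 1, which gave 2204 and 1863, by construction. The same requirement gave 518 and 532 entinostat calls in BRCA1+ and BRCA1-null cells, with 264 shared. Fits on only the groups compared gave 712 entinostat calls in BRCA1-null cells and 575 shared, but 2583 in BRCA1+ cells, a rise from 2505. The interaction had 0 calls except with the likelihood ratio test (18), the DESeq2 Wald test (11) and the block. Upper-quartile factors raised the share of higher genes among entinostat calls in BRCA1+ cells from 57.6% to 72.5% (1753 of 2418), by construction, since this scaling moved the median of all genes there from 0.00041 to 0.048. The legacy estimate and the likelihood ratio test stayed within 1.5 times in each comparison of groups. Without genes inside another gene the counts were 6662, 6226, 2298, 1740 and 0, with 1123 shared, and without genes of low expression that hold an Alu sequence 7112, 6850, 2459, 1792 and 0, with 1193 shared.

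The fits that each left out a library of the other groups gave 6914 to 7387 calls between the lines in DMSO, 6835 to 6917 in entinostat, 2323 to 2414 with entinostat in BRCA1+ and 1242 to 1595 in BRCA1-null cells, where the lowest, 1242 and 1252, came without a BRCA1+ entinostat library. Every such fit leaves the shared entinostat calls and the interaction with an arm of 1 library, so no counts were made for these.

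The correlation of entinostat effects between the lines was 0.201 without a filter on low counts, 0.816 with the stricter filter and 0.846 among genes with a mean log2 CPM of at least 3, settings that by construction add or remove genes of low counts. It was 0.627 without genes inside another gene, 0.626 without genes that hold an Alu sequence, and 0.478 to 0.564 across the 8 fits without a library. The correlation of the line and entinostat effects was 0.353, 0.143 and 0.114 with the first 3 settings. With unshared controls it was 0.0712 and 0.0611, from log2 CPM values with a prior count of 2, which is another measure. Without a library it was 0.175 to 0.427, the highest being 0.367 and 0.427 without a BRCA1+ control library, when the shared control is a single library.

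For the IFN-gamma list, camera with an estimated correlation gave an adjusted p of 0.780 for each of its called contrasts (medians 0.31, 0.24, 0.095 and -0.061, which the test does not change), and fry gave 0.0628 and 0.0807 between the lines, 0.237 with entinostat in BRCA1+ cells and 0.692 for the interaction. These tests allow for correlation between genes. Without type I interferon genes its median was 0.15 between the lines in entinostat (adjusted p 0.0598), 0.12 with entinostat in BRCA1-null cells (adjusted p 0.0307), now past the threshold, and 0.011 for the interaction (adjusted p 0.209), a reversed sign. Over all alternatives the adjusted p ranged from 1.79e-05 to 0.780 between the lines in DMSO, 2.52e-04 to 0.780 in entinostat, 0.0307 to 0.919 with entinostat in BRCA1-null cells and 0.00507 to 0.780 for the interaction. Across the 8 fits without a library the median ranged from 0.25 to 0.33 between the lines in DMSO, 0.16 to 0.27 in entinostat, 0.044 to 0.18 with entinostat in BRCA1+ cells, -0.026 to 0.15 in BRCA1-null cells and -0.12 to 0.021 for the interaction. It was negative in BRCA1-null cells without replicate 1 of BRCA1-null entinostat (-0.024) or replicate 2 of BRCA1-null control (-0.026), and positive for the interaction without replicate 1 of BRCA1-null control (0.021).

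Reversals in the other lists concerned small medians. Those with upper-quartile factors follow from the scaling and say nothing about the lists, because it moved the median interaction of all genes from 0.027 to -0.016, about as much as those of the lists. The type I interferon list with entinostat in BRCA1-null cells was -0.016 with the stricter filter, -0.015 in thinned counts, -0.11 without replicate 1 of BRCA1-null entinostat and -0.13 without replicate 2 of BRCA1-null control, against 0.22 without replicate 1 of that control, and its interaction was 0.035 without replicate 1 and -0.23 without replicate 2 of BRCA1-null control. The TNF/NF-kB interaction was -0.028 with upper-quartile factors, -0.026 with the stricter filter, and -0.089, -0.048, -0.059 and -0.035 without replicate 1 of BRCA1+ control, replicate 1 of BRCA1-null entinostat, replicate 2 of BRCA1+ entinostat and replicate 2 of BRCA1-null control, with a highest value of 0.089 among such fits. The TGF-beta list was 0.014 between the lines in DMSO with the stricter filter, and its interaction was -0.018 with upper-quartile factors, -0.014 with the stricter filter, and -0.0024 and -0.024 without replicate 1 of BRCA1+ or BRCA1-null control, with a highest value of 0.020 among the fits that left out a library.

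Among genes, the line effect in DMSO changed sign for IFNGR1 (0.012 with upper-quartile factors, which moved the median of all genes from 0.012 to 0.055, and 0.064 without replicate 2 of BRCA1+ control), IFNGR2 (-0.018) and CDKN1A (-0.11), the last 2 without replicate 1 of BRCA1-null control, against 0.11 and 0.28 without replicate 2. Of 655 values of genes and other lists under settings other than the omission of a library, 611 kept direction and side of the threshold, 33 no longer passed it, 3 newly passed it and 8 reversed. Of 616 values with a library left out, 595 were counted as unchanged, 3 no longer passed, 6 moved by more than their spread and 12 reversed. Where no adjusted p was computed, as where a compared group kept 1 library, only direction and size were judged. Except where the construction of a setting is named, the cause was not tested.

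The depth limits results for genes with few counts, as for CXCL11, which the filter removed, and IFNG, which had 0 counts.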

Other observations

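All tests in this part were chosen after the patterns they concern had been seen. The test of exon numbers without keratins and the comparison of genes matched on expression and length were added with earlier forms of these tests known.

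Why 7472 genes differ between the lines in DMSO was examined for technical and structural reasons. Medians of windows of neighbouring genes spread 3.11 times as widely as with permuted gene order in DMSO, against 1.46 and 2.31 times for entinostat in BRCA1+ and BRCA1-null cells. This is consistent with regional differences, such as copy number, contributing to the difference between the lines. Taking out the median of each gene's neighbours left 6034 calls, 5046 of them shared with the 7472, so regional shifts were excluded as the whole reason. Thinning all libraries to the smallest total left 6996 calls (6794 shared), which argues against depth. After a trend on GC content and gene length was taken out, which was possible for 87.0% of tested genes, 8113 genes were called (6719 shared), which argues against these as the reason. BRCA1 status, clonal divergence of the derived line and its selection in culture stay open, and the design does not separate them.

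The calls of entinostat made in 1 line only, without any interaction call by the quasi-likelihood test, were examined for effects of the threshold. Of 1985 such genes, 1888 (95.1%) moved in the same direction in the other line, against 69.1% of the 14516 genes called in neither line. The median change in the other line, signed by the direction of the call, was 0.21 for genes called in BRCA1+ cells only and 0.26 for genes called in BRCA1-null cells only, and the median absolute change in the calling line was 0.39 and 0.67. Many of the calls made in 1 line may therefore be a shared response that passes the threshold once. A difference that the interaction test is too weak to find stays open, since this test recovered 1.5% of simulated changes of 0.5 on the log2 scale. Other tests did call interactions among the genes they called in 1 line only, 10 with the likelihood ratio test and 4 with the DESeq2 Wald test.

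The higher IFN-gamma list in BRCA1-null cells in DMSO was examined in the same way. Its median was at least 0.25 whichever control library was left out, so no single library carried it. It was 0.30 after the median of each gene's neighbours was taken out, above all matched random lists, so regional shifts were excluded. Loss of BRCA1 and other differences between the lines stay open as reasons and were not separated.

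The fall of neighbouring keratin genes with entinostat was examined for counting. Over the 8 libraries, log2 CPM values of 4 genes of the cluster correlated at 0.980 or more, whereas their median correlation with 7 keratin genes elsewhere was -0.56. KRT4 and KRT79 had the same count in several libraries, such as 288 in replicate 1 of BRCA1+ control and 9504 in replicate 2 of BRCA1-null control. Reads of the region may therefore have been counted in several genes. Of 38 nonzero counts of 5 low keratin genes of the cluster, 34 (89.5%) were whole multiples of 9, an exon number of these genes. This decides nothing on counting per exon, because the genes were picked for the pattern and repeat the same counts, and because most counts of the neighbour KRT72 (such as 22, 55, 88 and 110) are multiples of 11, which is not one of its exon numbers. Which transcript fell with entinostat was not resolved.

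Counting per exon was examined for all genes. Among 20197 genes with counts in at least 4 libraries, 41 had counts that shared a divisor of 3 or more in every library. Without keratins, and with 1 gene kept where genes overlap, 24 of these had known exon numbers, and for 15 the divisor was one of them, against a mean of 9.30 and a maximum of 16 in 10000 permutations of exon numbers (permutation test, p 0.00270). Counting per exon may thus apply to other genes, and counts of genes with many short exons may then overstate the number of reads.

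By the deposited positions, 4596 genes of the table lie inside another gene. Some of these positions reach over distant genes, as those listed for SRGAP2D and FAM72C overlap IFI16. The number may therefore include genes that do not truly lie inside another. For genes of the 4596 under 200 bp, the line effect in DMSO followed that of the host with a rank correlation of 0.783, against 0.231 with the nearest tested gene outside the host. On the opposite strand these were 0.627 and 0.152. Of 108 called genes of this kind, 98 changed in the direction of a host that was called too. Reads of the host may therefore be counted in the short gene, without regard to strand. Without genes that lie inside another gene, 6662 genes were called between the lines in DMSO.

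A group of 63 genes fell with entinostat in BRCA1-null cells by a similar amount with little change in BRCA1+ cells, and 58 of them had a mean log2 CPM under 1. Among tested genes of low expression with a known sequence (89.5% of 4426), the 926 with an Alu repeat sequence in their exons had a median change with entinostat in BRCA1-null cells that differed by -0.40 from that of the 3037 others (-0.18 against 0.22). In the line contrast in DMSO their medians were 0.74 against 0.28, and in BRCA1+ cells with entinostat 0.21 against 0.23. Of the 55 genes of the group with a sequence, 40 (72.7%) held an Alu sequence, against 23.4% of all genes of low expression. Relative to the others, genes with an Alu sequence lay at 0.13 and 0.46 in the BRCA1-null control libraries and between -0.21 and -0.033 in the other 6. A background counted evenly over genes would raise genes of low expression with and without an Alu sequence alike. Genes without one, matched to the 926 on expression and exon length, had a median interaction of -0.063, against -0.36 for those with one on the same scale. Without each library in turn these ranged from -0.13 to 0.021 and from -0.48 to -0.23, so such an even background was excluded as the whole reason, and a small part of it stays open. Genomic DNA was not excluded, because how reads with several positions were counted was not stated, and repeat reads may not be counted evenly. The CPM of 413 olfactory and taste receptor genes do not decide on a background. They were higher in both BRCA1-null control libraries than in all others except replicate 1 of BRCA1-null entinostat, by small amounts. Reads of Alu repeats counted in these genes may account for part of this pattern, most of all in replicate 2 of BRCA1-null control. Whether such reads came from Alu transcripts, unspliced RNA or another source was not tested, and a difference in these RNAs between the lines stays open. Omitting these genes left 7112 calls between the lines in DMSO and 1792 with entinostat in BRCA1-null cells.

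IFI16 was 71.3-fold higher in BRCA1-null than in BRCA1+ cells in DMSO here. That is lower than the value quoted from the study above. The folds of CXCL10 and CXCL11 here were lower bounds of 5.96 and 1.93, or of 3.14 and 1.05 without replicate 1 of BRCA1-null control. They do not decide whether the folds lie under those quoted from the study above, which came from another assay and from cells carrying a vector.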
